# Aurintricarboxylic acid is a canonical disruptor of the TAZ-TEAD transcriptional complex

**DOI:** 10.1371/journal.pone.0266143

**Published:** 2022-04-13

**Authors:** Kepeng Che, Ajaybabu V. Pobbati, Caleb N. Seavey, Yuriy Fedorov, Anton A. Komar, Ashley Burtscher, Shuang Ma, Brian P. Rubin

## Abstract

Disrupting the formation of the oncogenic YAP/TAZ-TEAD transcriptional complex holds substantial therapeutic potential. However, the three protein interaction interfaces of this complex cannot be easily disrupted using small molecules. Here, we report that the pharmacologically active small molecule aurintricarboxylic acid (ATA) acts as a disruptor of the TAZ-TEAD complex. ATA was identified in a high-throughput screen using a TAZ-TEAD AlphaLISA assay that was tailored to identify disruptors of this transcriptional complex. We further used fluorescence polarization assays both to confirm disruption of the TAZ-TEAD complex and to demonstrate that ATA binds to interface 3. We have previously shown that cell-based models that express the oncogenic TAZ-CAMTA1 (TC) fusion protein display enhanced TEAD transcriptional activity because TC functions as an activated form of TAZ. Utilizing cell-based studies and our TC model system, we performed TC/TEAD reporter, RNA-Seq, and qPCR assays and found that ATA inhibits TC/TEAD transcriptional activity. Further, disruption of TC/TEAD and TAZ/TEAD interaction by ATA abrogated anchorage-independent growth, the phenotype most closely linked to dysregulated TAZ/TEAD activity. Therefore, this study demonstrates that ATA is a novel small molecule that has the ability to disrupt the undruggable TAZ-TEAD interface.

## Introduction

The transcriptional coactivators, YAP (Yes-associated protein) and TAZ (transcriptional coactivator with PDZ-binding motif) play key roles in cancer initiation, progression, and drug resistance [1–3]. The transcriptional activities of YAP and TAZ are physiologically kept under the tight control by the Hippo signaling pathway. In cancers, the Hippo signaling components are either inactivated by loss-of-function mutations or epigenetically silenced, leading to enhanced YAP/TAZ activities [4]. Alternatively, cancer cells have also been shown to overwhelm Hippo signaling through YAP and TAZ copy number increases, gain-of-function mutations, or through the activity of YAP/TAZ fusion genes, all of which enhance YAP/TAZ transcriptional activity. Additionally, tissue architectural changes and cues from a stiff extracellular matrix present a hospitable tumor microenvironment that also allows for enhanced YAP/TAZ activities [5].

Regardless of these activating mechanisms, YAP and TAZ need to pair with transcription factors to access DNA [6, 7]. TEADs (TEA/ATTS domain), a family of four highly conserved transcription factors, have emerged as the major player that orchestrates several oncogenic transcriptional programs through interacting with YAP and TAZ. TEADs interact with YAP/TAZ through a C-terminal YAP/TAZ-binding domain that adopts a β-sandwich fold [8–11]. Genetic and cell-based studies have shown that disruption of a functional YAP/TAZ-TEAD interaction greatly reduces oncogenicity. For instance, a transgenic mouse model that expresses a dominant negative TEAD, TEAD without its DNA-binding domain, potently inhibits liver tumorigenesis [12]. A splicing switch that activates a similar dominant negative TEAD isoform also acts as an inhibitor of tumorigenesis [13]. Further, YAP is no longer oncogenic if it carries a point mutation that compromises its ability to interact with TEADs [14]. Therefore, disruption of the YAP/TAZ interaction with TEAD is being actively investigated as a strategy for cancer therapy [15].

Unlike YAP/TAZ, TEADs are targetable as they have pockets that accommodate small molecule and peptide-based targeting strategies [16, 17]. TEADs have three distinct pockets that can be leveraged to disrupt the YAP/TAZ-TEAD interaction–a pocket at the center of the YAP/TAZ-binding domain (central pocket) and two surface pockets where YAP/TAZ interact (interfaces 2 and 3) [16]. The central pocket is more druggable, so identifying small molecule inhibitors that act at the central pocket is much easier than identifying canonical disruptors that act at the YAP/TAZ-TEAD interaction interfaces on the surface [18]. However, central pocket cysteines are acylated with palmitate or myristate, and these covalent ligands block small molecule access [19–21]. On the other hand, small molecules occupying the surface pockets have the potential to disrupt the YAP/TAZ-TEAD interaction [15, 16]. Because the surface pockets are shallow, identifying a small molecule that is potent enough to disrupt this protein-protein interaction remains a challenge.

Designing novel and highly active YAP/TAZ-TEAD disruptors is an emerging field, several chemotypes must be identified and evaluated, so a clinically-relevant drug candidate can be developed. To this end, we have designed a TAZ-TEAD AlphaLISA assay, a biochemical assay that monitors the formation of the TAZ-TEAD complex. We screened compound libraries totaling 56,115 compounds and identified aurintricarboxylic acid (ATA) as a small molecule drug that binds to the TEAD surface and disrupts the formation of the TAZ-TEAD complex. Our specific clinical focus is on epithelioid hemangioendothelioma (EHE), a rare cancer that is addicted to the TAZ-CAMTA1 (TC) fusion protein that functions as an activated form of TAZ [22, 23]. Importantly, EHE provides a model for dysregulation of YAP/TAZ activity in cancer, and conclusions generated from investigations on EHE are applicable to other cancers in which YAP/TAZ is dysregulated. We have previously demonstrated that TC-mediated cell transformation is TEAD-dependent, as the TEAD binding motif is maintained in the fusion protein, and abrogation of the TC/TEAD interaction completely inhibits cell transformation [23]. Here, we show that ATA can abolish TC/TEAD-mediated transcription and TC/TEAD-dependent transformation in our cell-based models. These results demonstrate that ATA operates as a TC/TEAD disruptor in both biochemical and cell-based models.

## Materials and methods

### Reagents

Reagents purchased were ATA (Sigma-Aldrich, catalog # A1895), anti-His (Abcam, catalog # Ab18184), anti-FLAG (Sigma-Aldrich, catalog # F1804), Protein Thermal Shift dye (Applied Biosystems, catalog # 4461141), Ni-NTA agarose beads (Qiagen, catalog # 30210), strep-tactin superflow resin (Qiagen, catalog # 30004), verteporfin (Sigma-Aldrich, catalog # SML0534), and Peptide 17 (Selleckchem, catalog # S8164).

### Protein expression and purification

The cDNAs of human TEAD4 (1–434) (UniProt—Q15561) and TAZ (UniProt—Q9GZV5) were codon-optimized according to a proprietary algorithm developed by DAPCEL, Inc [24], synthesized, and inserted into the pET-3a vector between restriction sites NdeI and BamHI (GenScript). The final construct contained a N-terminal strep-TEV-FLAG tag for TEAD4, a 6x His tag at the N-terminus and a strep tag at the C-terminus of TAZ (GenScript).

For protein expression, the strep-TEV-FLAG-TEAD4 plasmid and His-TAZ-strep plasmid were expressed in *Escherichia coli* strain BL21(DE3)pLysS competent cells (Invitrogen). The strep-tagged TEAD4 was batch purified using strep-tactin superflow resin. TEV protease was added to remove the strep tag. The His-TAZ-strep protein was first passed through Ni-NTA beads, and then was further purified using strep-tactin superflow resin. Protein purity was analyzed by SDS-PAGE and western blots (S1A Fig). The YAP/TAZ-binding domain of human TEAD4 (217–434) was purified using immobilized metal affinity chromatography followed by size exclusion chromatography.

### TAZ-TEAD AlphaLISA assay development and high-throughput screening

Full-length TAZ and TEAD proteins were used in this assay. The codon-optimized cDNAs yielded sufficient protein amounts to carry out the high-throughput screen (S1A Fig).

Purified full-length His-TAZ and FLAG-TEAD4 proteins were mixed with nickel chelate AlphaLISA Acceptor Beads and anti-FLAG Alpha Donor Beads (PerkinElmer) in alpha assay buffer (10mM Tris pH 8.0, 150mM NaCl, 0.1% BSA, 0.01% Tween 20, 10 mM DTT). To determine the optimum protein concentration that produced the highest total signal intensity, His-TAZ was used at a concentration range of 0 nM to 20 nM and FLAG-TEAD4 at 0.1 nM to 1000 nM. The maximal signal occurred at 10 nM TAZ and 15 nM TEAD4 (S1B Fig). Then, compounds from the library plates were added at a final concentration of 10 μM. The mixtures were incubated in the dark for 2h at room temperature and emission at 615 nm was measured using the alpha-compatible EnSpire (PerkinElmer) and Synergy Neo2 (BioTek) multimode plate readers.

In the high-throughput screen (HTS), a library of 53,000 compounds with drug-like physicochemical properties (DIVERset-CL, ChemBridge) was used. Stock solutions were prepared in dimethyl sulfoxide (DMSO) at 10 mM. All DIVERset-CL collection compounds were screened at 10 μM. Additionally, we used two bioactive libraries with a total of 3115 small molecules compiled from the Sigma LOPAC1280 (1280 molecules) library and the Selleck Bioactives L1700 library (1835 molecules). For both bioactive libraries, stock solutions were prepared in DMSO at 3 mM. All bioactives collections compounds were screened at 3 μM. HTS is performed in a singlicate.

Selected hits were re-tested with a counterscreen. The peptide used for the counterscreen was 24 amino acids long and contained a 6X His tag at the N-terminus and a FLAG-tag at the C-terminus with a linker region separating the tags (Genscript). This peptide brings the donor and acceptor beads close enough to facilitate singlet oxygen transfer.

### ThermoFluor assay

To assess changes in protein stability, a dye-based thermal melting assay (ThermoFluor) was used. Purified protein (TAZ or TEAD4), ATA, and Protein Thermal Shift dye (ThermoFisher) were mixed in 96-well plates. The final concentration of the protein was 5 μM. The melting temperature was measured using LightCycler 480 (Roche). Each experiment was repeated at least twice.

### Surface plasmon resonance

The YAP/TAZ-binding domain of human TEAD4 (217–434) was deacylated [25] and resuspended in 10 mM acetate buffer pH 5.0. TEAD was immobilized on a CM5 sensor chip (Cytiva, product, BR100530) using the amine coupling kit (Cytiva, product, BR10050) as per manufacturer’s guidelines. Various concentrations of ATA were dissolved in buffer containing 20 mM Tris pH 8.0, 150 mM NaCl, 1.5% DMSO and passed over the reference cell and the cell containing immobilized TEAD, and the resonance responses were recorded.

### Fluorescence polarization assays

Human YAP (61–100), human TAZ (23–57) and mouse Vgll1 (26–51) peptide probes were used; all the probes had carboxyfluorescein labels. Human TEAD4 (217–434) was used in the assay at a concentration of 350 nM and the peptide probe concentration was 25 nM. Disruptors were titrated at concentrations ranging from 0–150 μM to the probe-TEAD complex, and the mixtures were incubated at 25°C for 20 min. Then, polarization measurements were taken using a Victor3 (PerkinElmer) plate reader.

### Cellular assays

NIH3T3 and HEK293 cells were obtained from the American Type Tissue Collection (ATCC, Manassas, VA) and cultured in DMEM containing 10% fetal bovine serum and penicillin/streptomycin. A TEAD dual luciferase reporter assay was performed as previously described [23]. Cells were treated with vehicle control or ATA (10 μM) for 48 h before measuring the luciferase activity or processing the samples for RNA extraction. Each experiment was repeated at least 2–3 times.

### Bulk RNA-Seq and qPCR experiments

NIH3T3 cells were used. The extracted RNA (RNeasy Mini, Qiagen) from treated cells was either used for qPCR measurements or sent for bulk RNA-Seq. Sequencing runs were performed on an Illumina HiSeq 4000 sequencer (Genewiz). Subsequent bioinformatics analysis was performed in the Galaxy Project platform [26]. Paired end reads were aligned to the murine genome (GRCm38.p6 mm10) with HISAT2 [27]. Raw count files were generated with featureCounts using a corresponding GTF reference [28]. Differential gene expression analysis was performed with DESeq2 [29]. Transcripts were considered to be differentially expressed if the false discovery rate < 0.05 and Log_2_FC > 2. When performing differential gene expression for GSEA analysis, the Limma package was used (<5 CPM filtering) with t-scores used for rank statistics [30]. GSEA plots and statistics were generated with FGSEA with custom gene sets. Raw sequencing reads and processed files have been deposited in the GEO repository (data will be uploaded upon manuscript acceptance). The Universal Probe Library probes (Roche) and the associated primer sequences for the qPCR targets are listed below:

*Ccn1/Ctgf* F: TGACCTGGAGGAAAACATTAAGA, *Ccn1/Ctgf* R: AGCCCTGTATGTCTTCACACTG,

*Ccn1/Ctgf* UPL Probe: 71;

*Ccn2/Cyr61* F: GGATCTGTGAAGTGCGTCCT, *Ccn2/ Cyr61* R: CTGCATTTCTTGCCCTTTTT,

*Ccn2/Cyr61* UPL Probe: 66;

*Ankrd1* F: GCTGGAGC CCAGATTGAA, *Ankrd1* R: CTCCACGACATGCCCAGT,

*Ankrd1* UPL Probe: 76;

*Amotl2* F: TGACTGTACCTAAGCCGAACC; *Amotl2* R: GCACACACCTGCCTAGACAAT,

*Amotl2* UPL Probe: 40;

*Gapdh* F: CCCACTTGAAGGGTGGAG, *Gapdh* R: TGGTTCACACCCATCACAAA,

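The 5 primer pairs were matched to the mouse transcripts of the GENCODE M21 annotation of GRCm38. The pair labelled Ccn1/Ctgf matched Ccn2 (the current symbol of Ctgf), with a product of 112 bp spanning exons 4 and 5 on chromosome 10 from 24596922 to 24597404. The pair labelled Ccn2/Cyr61 matched Ccn1 (the current symbol of Cyr61), with a product of 67 bp spanning exons 4 and 5 on chromosome 3 from 145647952 to 145648246. The Ankrd1 product, also 67 bp, spans exons 5 and 6 on chromosome 19 from 36115535 to 36116800. These 3 products lie in coding sequence. The Amotl2 product of 105 bp spans exons 1 and 2 on chromosome 9 from 102717847 to 102720129 and lies in the 5′ untranslated region. The Gapdh product of 82 bp lies inside exon 4, in coding sequence, on chromosome 6 from 125162958 to 125163039. Transcripts of 79 annotated genes hold both Gapdh primer sites, whereas each of the other pairs matched 1 gene.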

*Gapdh* UPL Probe: 29.

### Soft agar colony growth assay

Soft agar colony growth assay was performed as previously described [23]. The colonies were counted using Image-Pro Plus 7.0 software (Media Cybernetics). ATA cytotoxicity was assessed using the CyQUANT LDH Cytotoxicity Assay Kit (ThermoFisher) and was performed as per the manufacturer’s protocol.

## Results

### TAZ-TEAD AlphaLISA assay and high-throughput screening

We designed the TAZ-TEAD AlphaLISA assay to identify small molecules that possess the ability to disrupt the formation of the TAZ-TEAD complex (Fig 1A). It is also suitable for screening compounds in a high-throughput format. His-TAZ interaction with FLAG-TEAD4 was optimized such that donor and acceptor beads were close enough to enable the singlet oxygen generated from donor beads to react with the acceptor AlphaLISA beads causing a chemiluminescent emission at 615 nm (Fig 1A). This optimized AlphaLISA assay had a signal-to-background ratio range of 35 to 40. Small molecule disruptors that abrogate the TAZ-TEAD interaction should cause a reduction in the AlphaLISA signal.

**Fig 1:**
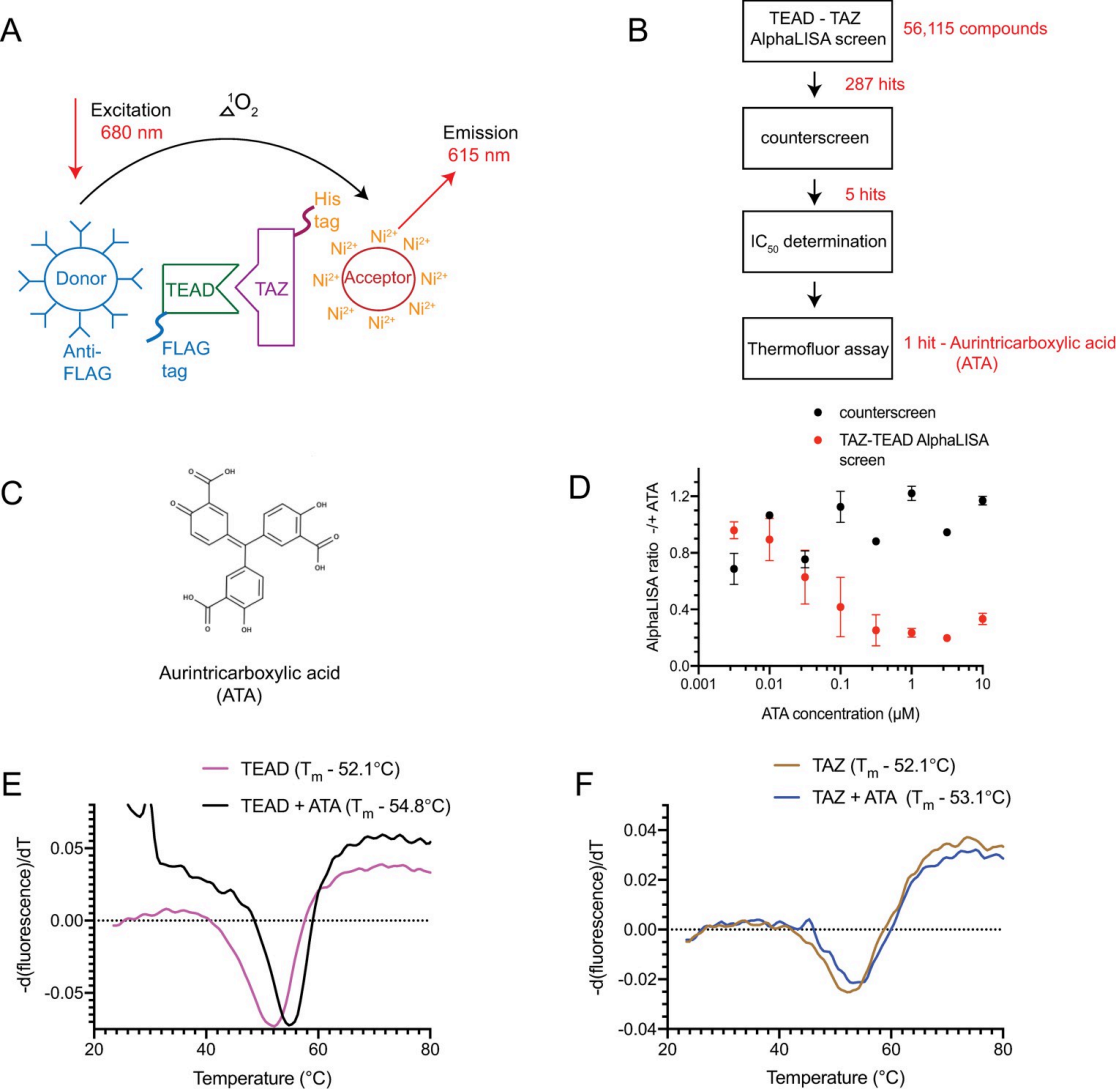
TAZ-TEAD AlphaLISA assay. **A,** A schematic showing the TAZ-TEAD AlphaLISA assay design. The interaction between the tagged, full-length, TAZ and TEAD proteins brings the donor and acceptor beads close enough to allow singlet oxygen transfer, which generates an emission signal at 615 nm. **B,** Flowchart of the screening strategy, 56,115 compounds were screened using the TAZ-TEAD AlphaLISA screen. Filtering the hits via a counterscreen followed by IC_50_ determination and assessment using a ThermoFluor assay identified aurintricarboxylic acid (ATA) as a disruptor of the TAZ-TEAD complex. **C,** The molecular structure of ATA. **D,** Dose-response curves obtained after titration of ATA either in the TAZ-TEAD AlphaLISA assay or in the counterscreen; a FLAG-His fusion peptide was used in the counterscreen. **E and F,** ThermoFluor assays measuring the melting temperatures (T_m_) of full-length TAZ or TEAD in the presence of ATA. Data are representative of three independent experiments performed using technical duplicates.

Utilizing our optimized assay, we screened small molecule libraries, totaling 56,115 compounds. The overall Z’ for the assay is 0.7, suggesting that the assay is of good quality. We identified 287 hits that reduced by 70% the AlphaLISA signal increase caused by TAZ-TEAD interaction (S1C Fig). We subsequently performed a counterscreen to identify non-specific assay inhibitors. The counterscreen showed that the majority of hits were assay-interfering compounds (Fig 1B). No interference in the counterscreen was observed in 5 hits, indicating that these hits specifically reduced the TAZ-TEAD AlphaLISA signal. These 5 hits also showed a dose-dependent reduction in the TAZ-TEAD AlphaLISA assay signal, but not in the counterscreen. The structure of one of the hits, aurintricarboxylic acid (ATA), and its dose-response curves are shown in Fig 1C and 1D, respectively. Next, we used a dye-based thermal shift (ThermoFluor) assay that measures the melting temperature (T_m_) of the protein to determine whether the shortlisted hits bind to TAZ or TEAD. Only ATA increased the T_m_, and stabilized TEAD more than TAZ in the ThermoFluor assay, suggesting that it binds to TEAD, as opposed to TAZ (Fig 1E and 1F). We focused on ATA because the other 4 hits displayed no shift in T_m_.

### Synthesis of ATA analogs

A minimum pharmacophore study was conducted to identify key functionalities of ATA that disrupt the TAZ-TEAD interaction. In total, 16 ATA analogs were tested. Compounds 1 and 2, which retained three phenyl substituents like ATA but lacked the salicylate group, were not appreciably potent (S1 Table). Therefore, the salicylate group is important for disrupting the TAZ-TEAD interaction. To further probe the requirement of the salicylate group, we assayed five analogs (compounds 3, 4, 5, 6, and 7) that had two aryl substituents. Compound 4, which featured two salicylate moieties, was the most potent, with an IC_50_ of 8 μM in the TAZ-TEAD AlphaLISA assay (S1 Table). Although compound 4 displayed activity, it was not as effective as ATA, which had a third aryl substituent in addition to the two salicylate moieties. Therefore, three aryl substitutions, including two salicylate moieties may be important for effective disruption of TAZ-TEAD interaction. Additionally, no analogs with one or zero aryl substituents displayed inhibition. Next, we evaluated five derivatives of compound 4 by introducing mono-, di- or gem-dimethyl groups at the methylene linker, or capped hydroxyls with methyl groups, and assessed their potencies (compounds 12–16, S1 Table). Compound 14 was estimated to be most potent of the 16 ATA analogs with an IC_50_ of 4 μM. This compound had a mono-methyl group at the methylene linker. We also observed that capping the hydroxyls with methyl groups as in compound 16 abolished the activity. Nevertheless, all the tested analogs were substantially less potent than ATA, which had an IC_50_ of 35 nM (S1D Fig). As a result, we further characterized ATA and not its analogs in subsequent studies.

### ATA binds to TEAD and disrupts the TAZ-TEAD interaction

We performed surface plasmon resonance experiments to verify whether ATA binds to TEAD. The YAP/TAZ-binding domain of TEAD4 was immobilized on the sensor chip and resonance responses were recorded after passing various concentrations of ATA through the flow cell (Fig 2A). The affinity of the interaction was measured after fitting a one-site binding model to a plot of steady-state response versus concentration data (Fig 2B). Our results show that ATA binds to TEAD in the low micromolar range (Fig 2B).

**Fig 2:**
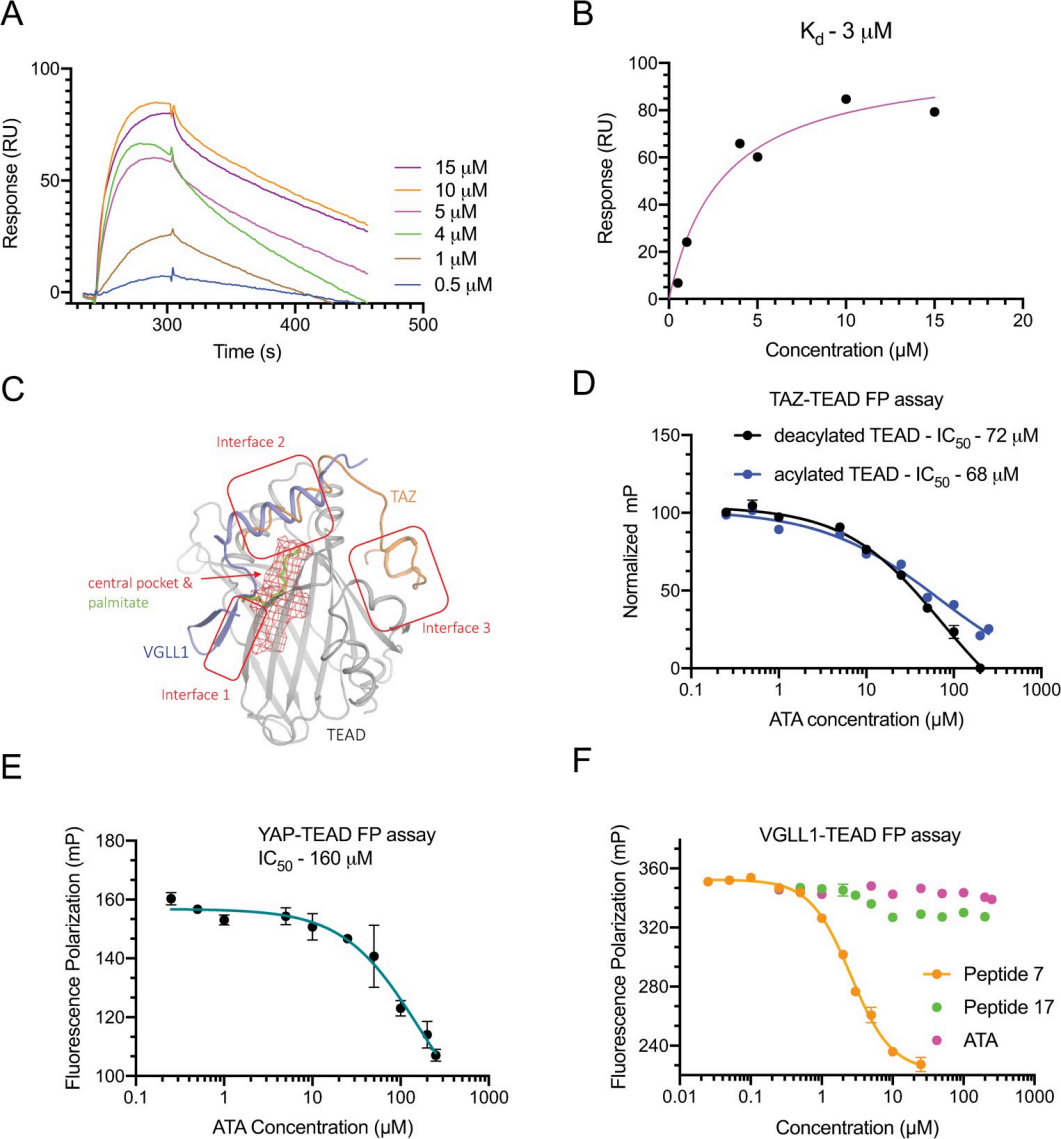
ATA binds to TEAD and disrupts the TAZ-TEAD interaction. **A,** Sensorgrams showing resonance responses that were recorded after passing the indicated concentrations of ATA over the YAP/TAZ-binding domain of TEAD. **B,** Affinity between TEAD and ATA was calculated by fitting a one-site binding curve to the steady-state response versus concentration. **C,** Cartoon showing the superposition of VGLL1-TEAD (PDB ID: 5Z2Q) and TAZ-TEAD structures (PDB ID: 5GN0). TAZ forms interfaces 2 and 3, whereas VGLL1 forms interfaces 1 and 2. The central pocket that houses the lipid is shown as a red mesh. **D,** Acylated and deacylated forms of TEAD were used in a TAZ-TEAD FP assay to characterize whether ATA binds to the surface or the central pocket of TEAD, the IC_50_ values were obtained through a four-parameter curve fit. **E,** YAP-TEAD FP assay using a YAP peptide probe to evaluate whether ATA disrupts the formation of the YAP-TEAD complex. **F,** Vgll1-TEAD FP assay using a mouse Vgll1 peptide probe to monitor whether ATA binds at interfaces 1 and 2. Peptide 7 was used as a positive control and peptide 17 was used as a negative control. All FP experiments were repeated three times using technical duplicates with similar outcome. The data is shown as mean (n = 2) and error bars represent standard deviation of the mean.

To verify whether ATA is a disruptor of TAZ-TEAD interaction using another independent method, we developed a TAZ-TEAD fluorescence polarization (FP) assay. TAZ interacts with TEAD by forming interfaces 2 and 3 (Fig 2C) and interface 3 residues are key mediators of the TAZ-TEAD interaction [11]. The degree of polarization increased as TEAD formed a complex with a labeled TAZ peptide probe. Upon ATA titration, the fluorescence polarization (mP) of the TAZ-TEAD complex decreased in a dose-dependent manner and reached a value similar to that of the free TAZ probe, indicating that ATA acts as a disruptor of the TAZ-TEAD complex (Fig 2D). We also investigated whether ATA acts as a canonical disruptor (i.e., a disruptor that binds at the interface where YAP/TAZ interacts with TEAD), or an allosteric disruptor (by binding to the central pocket). Small molecules have also been shown to occupy the central pocket and allosterically disrupt the formation of the YAP/TAZ-TEAD complex [16]. Allosteric disruptors do not function when TEAD is acylated because the covalently attached lipid blocks small molecules access to the central pocket. Therefore, we used acylated and deacylated forms of TEAD in the TAZ-TEAD FP assay, and ATA displayed similar IC_50_ values in both circumstances (Fig 2D). This result suggests that ATA binds to the TEAD surface pockets either at interface 2 or interface 3 and functions as a canonical disruptor of the TAZ-TEAD interaction. The YAP-TEAD interaction was similarly investigated using a YAP-TEAD FP assay where a YAP peptide probe was used instead of a TAZ probe. The TEAD-interacting motifs of YAP and TAZ are highly similar, barring the linker region that connects the interface 2 and 3 residues. Interestingly, ATA more potently disrupts the TAZ-TEAD complex, as compared to the YAP-TEAD complex (IC_50_: 72μM vs. 160μM) (Fig 2D and 2E).

We optimized another fluorescence polarization assay, a VGLL1-TEAD FP assay, to delineate whether ATA binds at interface 2 or interface 3. VGLL1 interacts with TEAD by forming interfaces 1 and 2 [31], and not interface 3 (Fig 2C). ATA was ineffective at disrupting the VGLL1-TEAD interaction whereas peptide 7 [32] a known disruptor that acts by binding at interface 2, was highly effective. Therefore, we predict that ATA binds at interface 3. In support of this prediction, we find that the cyclic YAP peptide, peptide 17 [33], a known interface 3 binding ligand, displayed a profile similar to that of ATA in the VGLL1-TEAD FP assay (Fig 2F). Using the TAZ-TEAD FP assay, we also show a comparison of the activity profile of ATA with those of verteporfin and peptide 17, which are reported to act as disruptors (S2 Fig).

### ATA inhibits TC/TEAD transcriptional activity

To modulate gene transcription, TEADs need to pair with transcriptional co-activators like YAP and TAZ. Therefore, we tested whether disruption of TAZ-TEAD interaction by ATA reduces TAZ/TEAD-dependent transcriptional activity. Here, we exploited the activity of the oncogenic TC fusion protein. TC is a fusion protein present in >90% of cases of a rare vascular sarcoma, epithelioid hemangioendothelioma [34, 35]. Previously, we have shown that TC acts as an activated TAZ-like protein that similarly requires the TEAD-binding motif of TAZ to interact with TEADs [23]. Therefore, exogenous expression of TC in NIH3T3 or HEK293 cells increases TC/TEAD-dependent transcription [23].

Using a TEAD luciferase reporter assay, we determined whether disruption of the TC/TEAD interaction in cells changed the protein complex’s ability to alter gene transcription. As expected, when compared to empty vector (EV), exogenous expression of TC in HEK293 cells robustly increased luciferase reporter activity driven by TEAD DNA elements (Fig 3A). Addition of ATA significantly reduced the TC-dependent increase of the reporter activity (Fig 3A). Disruption of the TEAD interaction with TC is expected to reduce the TC/TEAD reporter activity.

**Fig 3:**
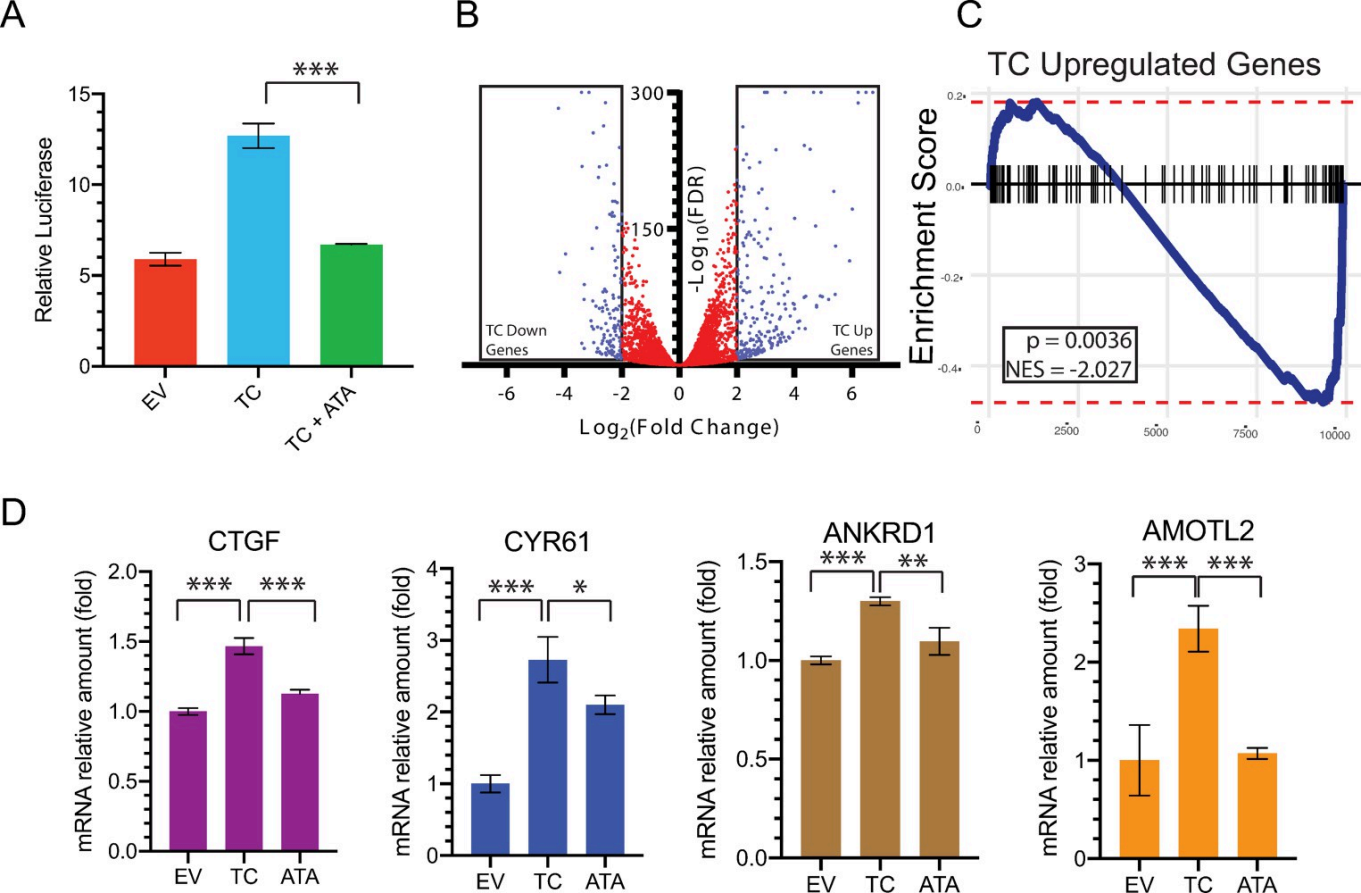
ATA inhibits TC/TEAD transcriptional activity. **A,** TC/TEAD reporter assay to measure TC/TEAD activity in cells transfected with empty vector (EV), cells stably expressing TC treated with vehicle control (TC), and TC-expressing cells treated with ATA (TC + ATA). The experiment was repeated three times and similar results were obtained. Data are presented as mean ± SD. **B,** Volcano plot showing the distribution of differentially expressed genes in TC-transfected compared to EV-transfected cells, blue points: FDR < 0.05 and either Log_2_FC > 2 or Log_2_FC<-2, red points: FDR>0.05 or 2 < Log_2_FC > -2, FDR: False discovery rate. **C,** Gene set enrichment analysis of ATA-treated cells stably expressing TC versus TC-expressing, vehicle control treated cells utilizing the TC up Genes from Fig 3B, NES: Normalized enrichment score **D,** qPCR to probe the levels of indicated target genes in empty EV, TC and TC+ATA NIH3T3 cells. Error bars represent the standard deviation of the mean (n = 3) normalized to EV, *P* values were obtained through two-tailed *t* tests (***P < 0.0008, **P < 0.008, *P < 0.03).

We performed bulk RNA-Seq analysis in NIH3T3 cells to identify the global transcriptional alterations that are induced by TC and to probe the effect that ATA treatment has on the TC/TEAD transcriptional profile. 

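NIH3T3 cells are an immortalized line of mouse embryonic fibroblasts. The RNA-Seq data comprised 6 libraries of poly(A)-selected RNA. There were 2 libraries of empty vector cells treated with vehicle (EV), 1 library of TC-expressing cells treated with vehicle (TC) and 3 libraries of TC-expressing cells treated with 10 μM ATA for 48 h (TC + ATA). The paper states that each cellular experiment was repeated at least 2–3 times, and its text does not give the number of libraries per group. The authors aligned the reads to GRCm38.p6 with HISAT2 and deposited the number of reads that featureCounts assigned to each gene, without normalization. These raw counts cover 55401 genes, listed by Ensembl identifier, of which 55141 are in the GENCODE M21 annotation of the same build. The EV libraries held 74413193 and 70428345 counts and the TC library held 71677675. The TC + ATA libraries held 58471484, 72252063 and 69969024 counts.

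All 6 libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. The test covered the 18539 genes that passed edgeR's filter on low counts (filterByExpr). Because TC has a single library, the spread between replicates came from the EV and TC + ATA libraries alone, with 3 residual degrees of freedom. The TC + ATA libraries were closer to each other than the EV libraries were. The chi-square statistic of the counts over genes, per degree of freedom, was between 6.23 and 7.04 for pairs of TC + ATA libraries and 67.3 for the EV pair. It was between 25.0 and 27.1 for the TC library against each TC + ATA library, and between 243 and 290 for EV libraries against TC-expressing ones. No pair of libraries differed by as little as sampling noise. The paper's text does not say whether reads were counted by strand, so a gene that overlaps another on the opposite strand can hold reads of both.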

First, differential gene expression analysis was performed between EV-transfected and TC-transfected cells to identify the TC-dependent transcriptional profile (Fig 3B). 

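TC joins TAZ, encoded by Wwtr1, to CAMTA1. Reads assigned to the mouse gene Wwtr1 (chromosome 3, 57455649 to 57575910) came to 110 and 104 CPM (counts scaled to the library total after normalization) in the EV libraries, 139 CPM in the TC library and 131, 129 and 131 CPM in the TC + ATA libraries. The log2 fold change of Wwtr1 in TC versus EV was 0.37 (standard error 0.08, adjusted p = 0.00697 from edgeR's quasi-likelihood test). This call was lost when the fit held only the EV and TC libraries (adjusted p = 0.132 from edgeR) and with the replicate number as a block (adjusted p = 0.106 from edgeR). Camta1 had a log2 fold change of 0.16 (standard error 0.13, adjusted p = 0.411 from edgeR). The counts do not separate transcripts of an introduced gene from those of the endogenous one. Reads were aligned to the mouse genome, and the paper's text does not give the species of the introduced TC sequence. How far its reads were counted is therefore not known, and these values do not measure TC expression.

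Among the TEAD genes, Tead1 and Tead4 were higher in TC than in EV, with log2 fold changes of 1.41 (standard error 0.09) and 1.31 (standard error 0.08). Tead2 and Tead3 were lower, at −0.62 and −0.69 (standard error 0.09 for each). The adjusted p-values from edgeR were 6.42e-06, 5.34e-06, 0.000815 and 0.000376, in that order of mention. Yap1 had a log2 fold change of 0.06 (adjusted p = 0.603 from edgeR), which was −0.05 when libraries were scaled by library size only.

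The canonical TAZ target genes measured by qPCR were all higher in TC than in EV. Ccn1, which encodes CYR61, lies on chromosome 3 from 145646976 to 145649981 and had the largest change of these, from 304 ± 40.2 CPM (SD, n = 2) in EV to 780 CPM in TC. Its log2 fold change was 1.36 (standard error 0.11, adjusted p = 3.39e-05 from edgeR), and it was 1.22 and 1.50 at the extremes with each replicate left out in turn. Ccn2, which encodes CTGF, lies on chromosome 10 from 24595442 to 24598683 and had a log2 fold change of 0.59 (adjusted p = 0.000899 from edgeR). It overlaps an antisense gene over 665 of its 2861 exonic bases. Amotl2 (chromosome 9, 102716672 to 102733418) had a log2 fold change of 0.78 and Ankrd1 (chromosome 19, 36111961 to 36120099) of 0.46, with adjusted p-values of 0.000172 and 0.00472 from edgeR. Gapdh, the reference gene of the qPCR assay, had a log2 fold change of 0.51 (adjusted p = 0.00504 from edgeR), and its reads can be shared with near-identical copies. In DESeq2 with only the EV and TC libraries, a setting chosen for single genes after the data were seen, the calls of Ankrd1 and Gapdh were lost (adjusted p = 0.0980 and 0.0668 from DESeq2).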

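With the limits of 2 on the absolute log2 fold change and 0.05 on the adjusted p-value, 438 genes were higher and 236 lower in TC than in EV. With the limit on the adjusted p-value alone, 2735 genes were higher and 2456 lower. The fit's common dispersion (spread between replicates) of 0.00910 lay below that of the EV pair alone (0.0201), which can raise the number of genes called. The counts moved most when the test itself was made against a log2 fold change of 2 (edgeR's glmTreat), which gave 131 and 33 genes. With the replicate number as a block, 340 genes were higher and 181 lower. EV and TC + ATA libraries with the same number did not deviate together from their group means (mean correlation across genes −0.0576). The S2 Table lists 247 genes as TC Up and 132 as TC Down. Of these, 246 were among the 438 genes and 127 among the 236. The 192 genes called higher outside the TC Up list had low expression, with a median of 0.270 CPM over all libraries against 2.66 CPM for those in the list.

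Among the genes called with a mean of at least 5 CPM over the libraries and no overlap between the groups, the largest increases were those of Sh3tc1, Slc2a5, Cgn, Pdzd2 and Atp6v0a4, with log2 fold changes of 7.19, 7.06, 6.58, 6.52 and 6.50. Slc2a5, which encodes a fructose transporter, lies on chromosome 4 from 150119283 to 150144169. It rose from 0.304 ± 0.0146 CPM (SD, n = 2) in EV to 40.9 CPM in TC (standard error of the log2 fold change 0.13, adjusted p = 4.65e-08 from edgeR). The change of Sh3tc1 rested on 2 and 12 counts in the EV libraries and varied from 6.43 to 8.91 with each replicate left out in turn. The largest decreases among them were those of Asb4, Cdo1, Igsf10, Bmf and Ptn, with log2 fold changes of −4.26, −4.06, −4.05, −3.58 and −3.47. Ptn, which encodes the growth factor pleiotrophin, lies on chromosome 6 from 36714929 to 36810220. It went from 1149 ± 80.04 CPM (SD, n = 2) in EV to 104 CPM in TC (standard error of the log2 fold change 0.12, adjusted p = 4.09e-07 from edgeR). Igsf10 overlaps genes on the opposite strand over 2014 of its 10150 exonic bases.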

We identified 248 genes that were significantly upregulated (Log_2_FC ≥ 2, FDR ≤ 0.05) and 133 genes that were significantly downregulated (Log_2_FC ≤ -2, FDR ≤ 0.05) in TC-transfected cells, compared with EV- transfected cells (Fig 3B and S2 Table). 

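Between TC + ATA and TC, 79 genes were higher and 29 lower at an adjusted p-value of at most 0.05, of which 2 and 8 also passed the limit of 2 on the log2 fold change. At an unadjusted p under 0.05, 1048 genes were higher and 733 lower. These counts depended on which libraries set the spread. With only the TC and TC + ATA libraries in the fit, edgeR called 795 genes higher and 633 lower. With each TC + ATA replicate left out in turn, it called between 7 and 28 genes higher and between 3 and 12 lower. With the replicate number as a block, 32 genes were higher and 8 lower. Of the 108 genes called, 84 had the opposite sign in TC versus EV, a comparison that contains the same TC library.

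By the same limits on expression and overlap, the largest increases among the genes called were those of Ccn5, Fos, Bmf, Smad9 and Ptx3, with log2 fold changes of 2.32, 1.93, 1.89, 1.48 and 1.46. Ccn5, which lies on chromosome 2 from 163820861 to 163833146, had 1.40 CPM in TC and 6.99 ± 0.320 CPM (SD, n = 3) in TC + ATA (standard error of the log2 fold change 0.18, adjusted p = 0.00161 from edgeR), against 5.87 ± 0.239 CPM (SD, n = 2) in EV. The largest decreases within these limits were those of Rgs16, Lgr6, Edil3, Ccbe1 and Msln, with log2 fold changes of −1.16, −1.14, −1.10, −1.05 and −0.96. Rgs16, on chromosome 1 from 153740349 to 153745468, had 42.6 CPM in TC and 19.1 ± 0.588 CPM (SD, n = 3) in TC + ATA (standard error of the log2 fold change 0.13, adjusted p = 0.00789 from edgeR). It overlaps an antisense gene over 236 of its 2339 exonic bases. Genes with lower expression fell further. Gm4841, chosen after its values were seen, had the largest decrease of all genes called (log2 fold change −6.37), with 650 counts in TC and at most 11 in TC + ATA. Of the 10 genes within the limits, Fos, Bmf, Smad9, Rgs16, Lgr6, Edil3, Ccbe1 and Msln were no longer called when at least 1 of the TC + ATA replicates was left out. The calls of Lgr6, Edil3 and Ccbe1 were also lost with the replicate block.

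None of the canonical target genes was called between TC + ATA and TC. Ccn1 had 780 CPM in TC and 757 ± 19.3 CPM (SD, n = 3) in TC + ATA, a log2 fold change of −0.04 (standard error 0.11, adjusted p = 0.947 from edgeR). The log2 fold changes of Ccn2, Amotl2 and Ankrd1 were −0.03, 0.05 and −0.04, with adjusted p-values of 0.954, 0.909 and 0.921 from edgeR and standard errors of 0.08, 0.08 and 0.09. Gapdh had a log2 fold change of −0.09 (adjusted p = 0.831 from edgeR). Relative to EV, Ccn1, Ccn2, Amotl2 and Ankrd1 remained higher in TC + ATA, with log2 fold changes of 1.32, 0.56, 0.83 and 0.42. Tead1 and Tead4 had log2 fold changes of −0.15 and −0.28 in TC + ATA versus TC (adjusted p = 0.649 and 0.204 from edgeR). Both passed the threshold with only the TC and TC + ATA libraries in the fit (adjusted p = 0.0394 and 0.00692 from edgeR).

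**Figure D1:**
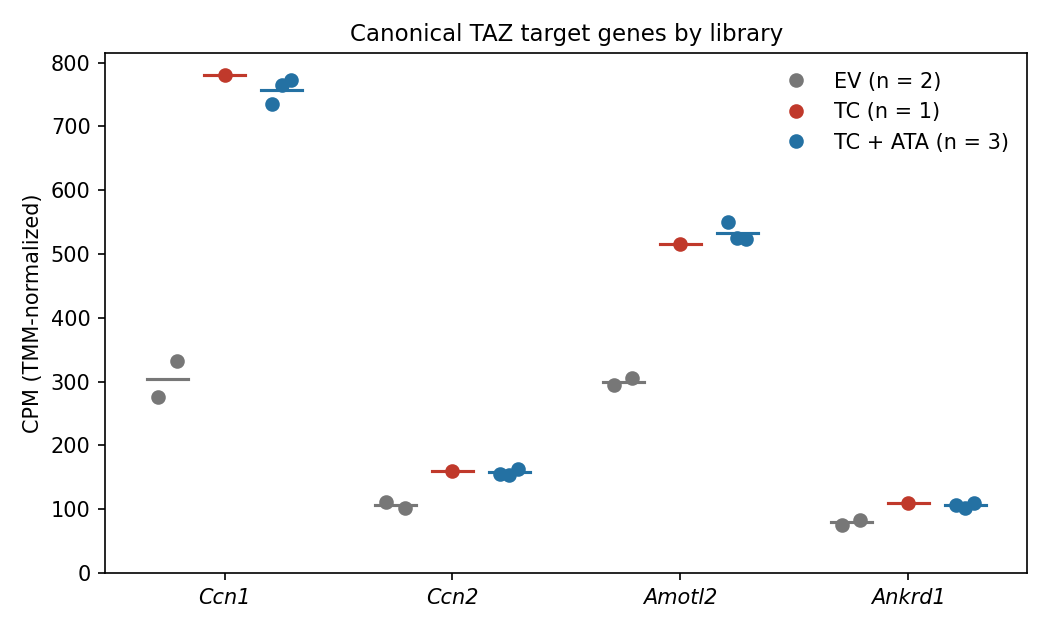
CPM after TMM normalization (vertical axis) of Ccn1, Ccn2, Amotl2 and Ankrd1 in each library of EV (n = 2), TC (n = 1) and TC + ATA (n = 3). Points are libraries and bars are group means. The TC + ATA libraries sit at the level of the TC library and above both EV libraries for each gene.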

To probe whether ATA was able to reverse the TC/TEAD transcriptional profile, we identified the differentially expressed genes in TC-expressing NIH3T3 cells after ATA treatment compared to vehicle control and performed Gene Set Enrichment Analysis (GSEA) to probe for the enrichment of TC upregulated genes (Fig 3C). 

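Gene set enrichment of the TC-upregulated genes was computed with FGSEA on limma's t-statistics for TC + ATA versus TC, over the 10887 genes with at least 5 CPM in at least 1 library. Of the 247 genes in the TC Up list, 119 passed this filter. Their normalized enrichment score (NES) was −1.68. It was −1.52, −1.81 and −1.75 when each TC + ATA library was taken alone against TC. The p-value of FGSEA, which permutes genes and not samples, is not given. Limma's camera test also sets the genes of the list against the other genes and allows for correlation between genes. Its two-sided p was 0.240 with a preset inter-gene correlation of 0.01, and 0.523 with the correlation estimated from the data. Over all 18539 tested genes, where the full list of 247 genes entered, the NES was −1.85 and the camera p was 0.0414. With the replicate number as a block, the NES was 1.30 and the camera p was 0.997. The block fits exactly the TC + ATA library whose number no other library shares, and that library then adds nothing to the fold changes. It also leaves fewer residual degrees of freedom. With the block, the median log2 fold change of the 247 genes was −0.028.

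Across the 247 genes, the median log2 fold change in TC versus EV was 3.26. In TC + ATA versus TC it was −0.07, with quartiles of −0.35 and 0.21. This median lay below those of all 10000 random gene lists of the same size and matched mean expression, whose central 95% ran from −0.01 to 0.06. The random lists were not chosen by a high value in the TC library, a choice that by itself pulls this median down. Their range therefore does not show that ATA lowered the set. In TC + ATA versus TC, 142 of the genes were lower and 105 higher. Only 2 were called lower (Rgs16 and Lgr6) and 3 higher when adjusted over all genes tested, and 21 and 14 when adjusted over the list alone. For 104 genes (42.1%) all 3 TC + ATA libraries lay below the TC library, against 32.7% of all genes and 25% by chance. For 81 genes they all lay above it. When the set was instead called from TC + ATA versus EV with both limits of the TC sets, its median log2 fold change in TC + ATA versus TC was 0.16 and its NES, computed after the other results were seen, was 2.08. That choice favours genes high in the TC + ATA libraries, as the choice by TC versus EV favours genes high in the TC library. The paper takes the negative score of these genes as further evidence that ATA inhibits TC/TEAD-dependent transcription, beside its reporter assay and qPCR.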

ATA-treated cells displayed a negative enrichment score for the 248 TC-upregulated genes (*P* = 0.0036 NES = -2.027) (Fig 3C), thereby further demonstrating that ATA inhibits TC/TEAD-dependent transcription.

We further validated these results with canonical TAZ target genes (*CYR61*, *CTGF*, *AMOTL2* and *ANKRD1*) by qPCR and demonstrate a similar significant induction of these transcripts with TC and suppression of these transcripts upon ATA treatment (Fig 3D). In summary, we show that ATA can suppress the TC/TEAD-dependent gene signature in cells, thereby demonstrating that ATA-mediated disruption of the TC/TEAD interaction translates to inhibition of transcriptional activity.

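The level of the TC-dependent genes was also set against EV. For the TC-upregulated genes, the median log2 difference from the EV mean was 3.17 in the TC library and 3.06, 2.99 and 3.07 in the TC + ATA libraries. The median log2 fold change in TC + ATA versus EV was 3.15, and all 247 genes were called higher in TC + ATA than in EV (adjusted p of at most 0.05 from edgeR). For every one of these genes, all TC + ATA libraries lay above both EV libraries. For the 132 TC-downregulated genes, the median log2 difference from the EV mean was −2.60 in the TC library and −2.13, −2.14 and −2.18 in the TC + ATA libraries. Their median log2 fold change was −2.64 in TC versus EV, −2.14 in TC + ATA versus EV and 0.46 in TC + ATA versus TC. All 132 were called lower in TC + ATA than in EV.

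**Figure D2:**
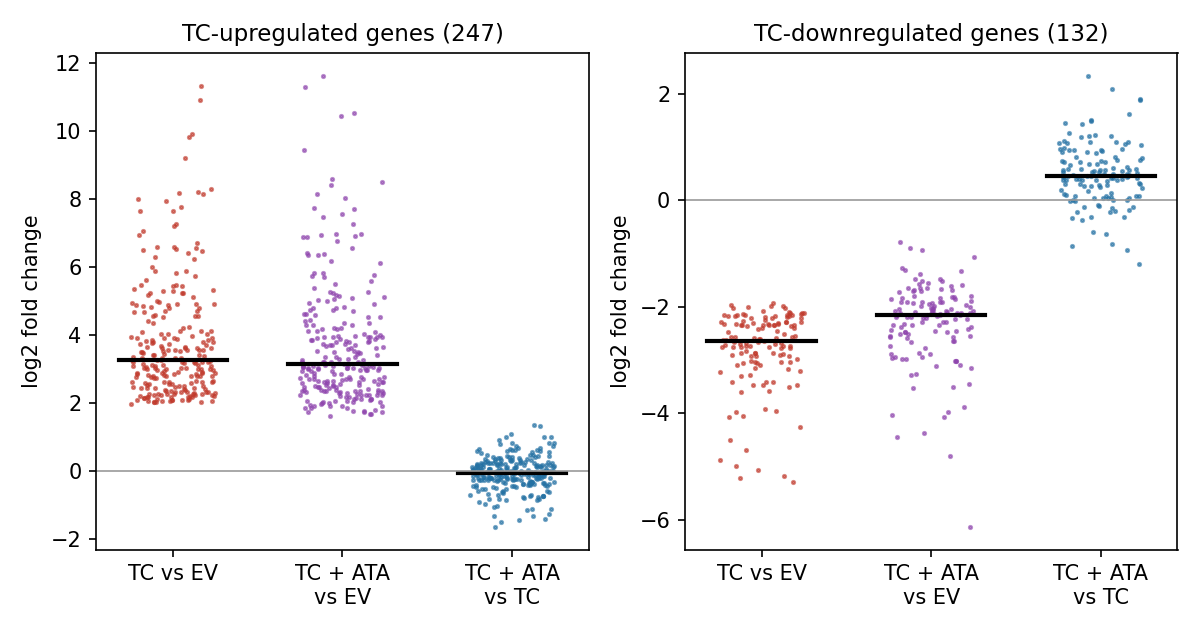
Log2 fold changes (vertical axis) of the 247 TC-upregulated genes (left) and the 132 TC-downregulated genes (right) in TC versus EV, TC + ATA versus EV and TC + ATA versus TC. Points are genes and black bars are medians, which are 3.26, 3.15 and −0.07 for the first set and −2.64, −2.14 and 0.46 for the other.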

### ATA specifically reduces soft agar colony growth that is dependent on TC/TAZ-TEAD activity

We previously reported that in comparison to non-transformed NIH3T3 cells that do not grow in soft agar, expression of TC transforms these cells such that they can sustain anchorage-independent growth and form colonies in soft agar. This phenotype depends on TC/TEAD because expression of a mutant TC that does not interact with TEAD proteins (TC ^S51A^) and abrogates this interaction also abolishes colony formation [23]. Here, adding of ATA caused a dose-dependent reduction in TC-driven soft agar colony growth (Fig 4A). Likewise, ATA inhibited soft agar growth that is driven by TAZ ^S89A^, an activated TAZ mutant that is refractory to Hippo pathway-mediated inhibition (Fig 4B). Importantly, the observed phenotype was not due to a cytotoxic effect as ATA-treated cells did not show cytotoxicity at the concentrations used, as measured by a lactate dehydrogenase assay that measures the levels of intracellular lactate released in the media (S3 Fig). Further, as NRAS ^G12V^-induced soft agar growth is unaffected by ATA treatment (Fig 4C), we infer that ATA specifically inhibits TAZ/TEAD activity. Mutant RAS family proteins transforms cells through YAP/TAZ-independent mechanisms [36].

**Fig 4:**
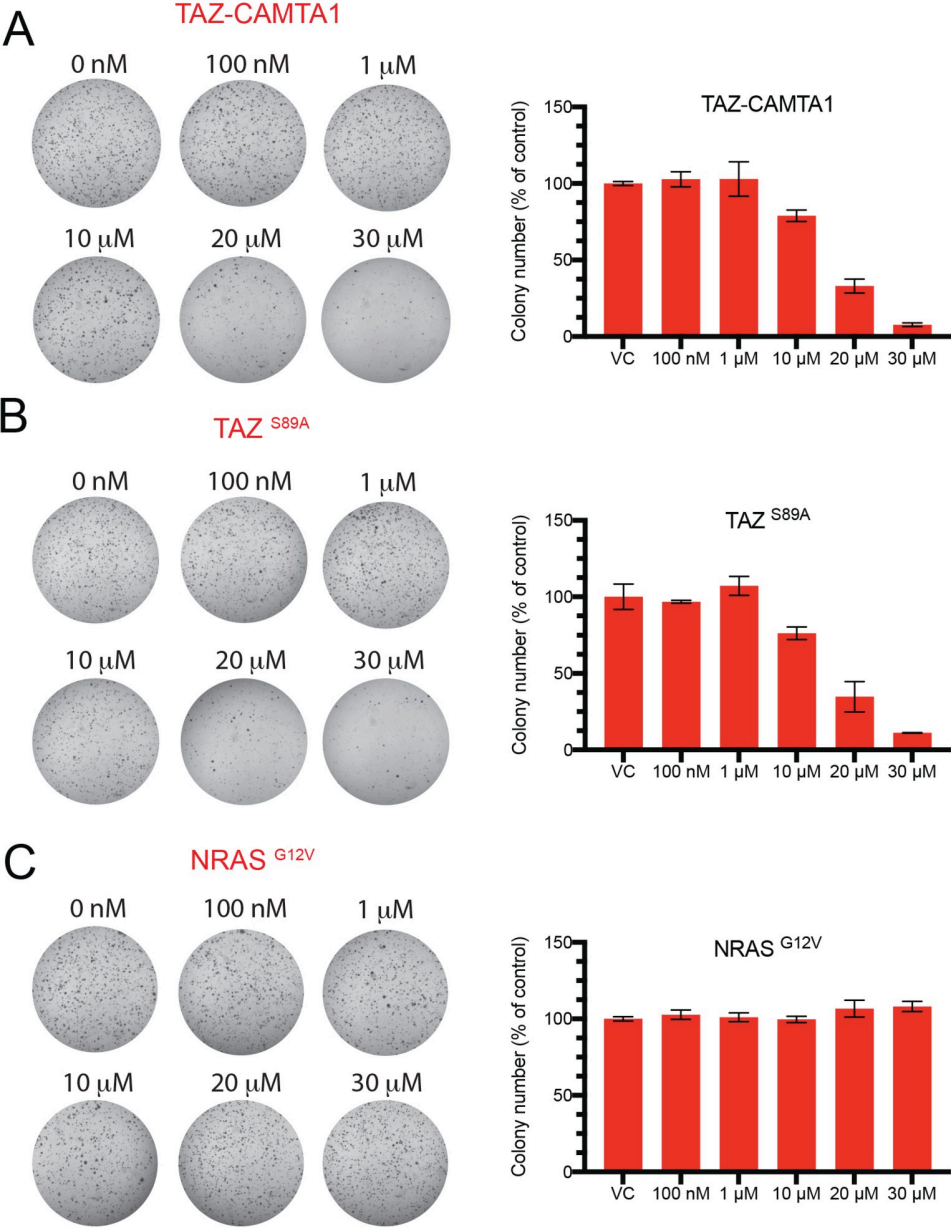
ATA inhibits soft agar colony growth that is dependent on TC/TAZ-TEAD activity. Bright-field images and the corresponding quantification of soft agar colonies determined as percent normalized to vehicle controls (VC). Cells were treated with the indicated doses of ATA in (A) NIH3T3 cells expressing TAZ-CAMTA1 (B) NIH3T3 expressing TAZ ^S89A^ and (C) NIH3T3 cells expressing NRAS ^G12V^. Data represent results of two independent experiments. Data are presented as mean (n = 3) and error bars represent the standard deviation of the mean.

## Discussion

We identified ATA as a canonical protein-protein interaction disruptor of the TAZ-TEAD complex based on two independent assays, an AlphaLISA assay, and a fluorescence polarization assay. Using surface plasmon resonance and a ThermoFlour assay, we also showed that ATA directly binds to the YAP/TAZ-binding domain of TEAD. This domain has three distinct pockets: a central pocket, and two surface pockets termed interface 2 and interface 3. All are targetable using small molecules [16]. The central pocket is predominantly occupied by palmitate and myristate lipids that are covalently linked to TEADs via acylation to the cysteine in the central pocket. When acylated, the central pocket is inaccessible to small molecules. However, ATA functioned as a disruptor even when we used acylated TEAD. Therefore, we predict that ATA binds on the TEAD surface. We further delineated the ATA binding site and showed, using a VGLL1-TEAD FP assay, that ATA does not bind to interface 2, but likely binds to the interface 3 pocket on the TEAD surface. As the interface 3 residues are identical in all TEADs, we predict that ATA will effectively interact with all four TEAD family members.

We leveraged the activity of the oncogenic gain-of-function TC fusion protein to determine whether ATA can suppress TC induced cellular transformation in cells. Similar to wild-type TAZ, TC is a transcriptional coactivator and maintains the TEAD binding motif present in the TAZ protein. Further, we previously reported that the TC ^S51A^ mutation that abrogates the TC-TEAD interaction, completely inhibited cellular transformation [23, 34]. Consistent with its function as a TAZ-TEAD disruptor, ATA reduced TC-mediated enhancement of TEAD reporter activity and expression of TC-TEAD regulated genes, as assessed by RNA-Seq and qPCR. ATA also inhibited TC-induced soft agar colony growth of NIH3T3 cells, which we have previously shown to be a remarkable readout of the TC-TEAD interaction and the complex’s transcriptional activity [23]. The soft agar colony growth induced by TAZ ^S89A^ is similarly inhibited by ATA in a dose-dependent fashion. The reduction in the number of colonies in soft agar by ATA is not due to cytotoxicity because NRAS-transformed NIH3T3 colonies were insensitive to ATA addition.

ATA can inhibit a diverse group of proteins. For instance, ATA was identified as an inhibitor of cell-free protein synthesis through its ability to disrupt protein-RNA interactions [37]. The utility of ATA as an antithrombotic drug has also been investigated as it acts as a disruptor of von Willebrand factor (vWF)—platelet glycoprotein 1b (GP1b) interaction [38]. ATA has also been shown to act as an inhibitor of the interaction between tumor necrosis factor-like weak inducer of apoptosis (TWEAK) and fibroblast growth factor-inducible 14 (Fn14) [39]. As ATA can disrupt other bimolecular complexes, it requires modification to allow it to act as a specific inhibitor of the TAZ-TEAD complex. Toward this end, we synthesized a small library of ATA analogs that contained specific alterations in the ATA scaffold. These analogs were not as potent as ATA and therefore were not used in further studies. However, we were not comprehensive with our analog synthesis, so we are continuing work to modify ATA to improve its selectivity for TEAD.

The majority of the identified small molecule YAP/TAZ-TEAD disruptors bind to the central pocket of TEAD and therefore have an allosteric mode of action [16, 40]. Some of the molecules, such as MGH-CP1 and others, bind non-covalently, whereas others like TEAD-347 and MYF-01-037 are covalent ligands [41–44]. Central pocket-binding ligands identified by Vivace Therapeutics and Ikena Oncology have already entered clinical trials (NCT04665206, NCT05228015), and we will know their efficacy in humans soon. The other small molecule YAP-TEAD disruptor that had entered clinical trial is the IAG933 from Novartis (NCT04857372), but its mechanism of action has not been disclosed.

In contrast to allosteric disruptors, canonical disruptors bind to the interfaces on the TEAD surface and interfere with YAP/TAZ or TC binding to TEAD. Thus, they have a simple and straightforward mechanism of action, and they do not need to outcompete a ligand, unlike compounds that would bind the central pocket. As the surface pockets on TEADs are shallow, identifying an effective small molecule disruptor of the YAP/TAZ-TEAD interaction has been difficult. Peptides nevertheless can bind the surface pockets and effectively act as disruptors of the YAP-TEAD interaction. Cysteine-dense peptide TB2G1 is a disruptor that acts at interface 2 [45], whereas peptide 17, a cyclic YAP peptide [33], and peptides 9,10, two linear YAP peptides [46], act as disruptors by binding to TEAD at interface 3. However, these peptides have poor cell-penetrating abilities. Small molecules, on the other hand, can be more effectively designed to penetrate cells.

Tri-substituted pyrazoles are small molecule ligands that bind TEAD interface 2 and can be improved to act as effective YAP-TEAD disruptors [47]. At the interface 3 site, a small molecule ligand with a dioxo-benzoisothiazole scaffold has been reported to act as a canonical disruptor of YAP-TEAD interaction [48]. We have previously shown that flufenamic acid has a secondary binding site at interface 3 [18]. At this site, flufenamic acid only weakly interacts with TEAD, so it is not an effective disruptor. Therefore, ATA is another small molecule that can act as an effective disruptor by binding at interface 3. Identification of the small molecule ATA as a canonical disruptor of the TAZ-TEAD interaction is an important development and it opens up new opportunities for targeting the undruggable YAP/TAZ-TEAD interaction.

## Supporting information

S1 Fig TAZ-TEAD AlphaLISA assay development. (A) Coomassie stain (CS) and western blots of full-length purified TAZ and TEAD that were used in the TAZ-TEAD AlphaLISA assay. (B) Various ratios of full-length TAZ and TEAD were used to identify the concentrations that produce the maximal alpha signal, seen at the “hook” point. (C) Distribution plot of the bioactive screen, compounds that showed greater than 70% inhibition were shortlisted as hits. (D) Dose-response curves of ATA and other ATA analogs that show inhibition in the TAZ-TEAD AlphaLISA screen.
(TIF) Click here for additional data file.

S2 Fig TAZ-TEAD fluorescence polarization (FP) assay. The effectiveness of ATA was compared with that of verteporfin and peptide 17. Both verteporfin and peptide 17 were identified as disruptors of the TEAD complex. Verteporfin did not display an effect in this assay.
(TIF) Click here for additional data file.

S3 Fig Lactate dehydrogenase (LDH) cytotoxicity assay. NIH3T3 and HEK293 cells were treated with the indicated concentrations of ATA and the cytotoxicity was evaluated by calculating the amount of intracellular LDH released into the media. LDH absorbance after complete cell lysis is considered as 100% cytotoxicity and the absorbance after ATA treatment was normalized accordingly.
(TIF) Click here for additional data file.

S1 Table Structures of ATA analogs and their IC_50_ values as determined from the TAZ-TEAD AlphaLISA assay. (ZIP) Click here for additional data file.

S2 Table Differentially expressed genes. 

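The S2 Table gives differential expression results in sheets on TC versus EV and on TC + ATA versus TC. For each gene it lists the log2 fold change, the Wald statistic, the p-value and the false discovery rate. The sheet on TC versus EV was used here for its 1999 first genes, and its other 5603 genes were not used here. All 1999 had the same sign in the edgeR fit of the raw counts, with a median absolute difference in log2 fold change of 0.05 and a largest difference of 6.05. The sheet on TC + ATA versus TC lists 1003 genes, and the paper's values are positive for 674 and negative for 329 of them. All 1003 had the same sign in the edgeR fit, with a median absolute difference of 0.03, and 103 of the 108 genes called there are among them. In this sheet, 50 genes belong to the TC Up list, 20 with positive and 30 with negative values, and 48 belong to the TC Down list, 45 with positive and 3 with negative values. Ccn1, Ccn2, Amotl2 and Ankrd1 are not among its 1003 genes. The third sheet holds the gene lists TC Up and TC Down used for the enrichment analysis.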

(XLSX) Click here for additional data file.

S1 Raw images (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

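Bulk RNA-Seq was analysed in 6 libraries of NIH3T3 cells, 2 of EV, 1 of TC and 3 of TC + ATA (10 μM ATA for 48 h). The conditions and replicate numbers came from the sample labels, and the dose and time from the labels and the paper's methods. The qPCR, reporter, binding and soft agar measurements of the paper were not analysed here.

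The authors prepared poly(A)-selected libraries, sequenced paired-end reads on an Illumina HiSeq sequencer, aligned them to GRCm38.p6 with HISAT2 in Galaxy and counted reads per gene with featureCounts. The deposited values are raw counts, whole numbers per gene without normalization. The release of the gene annotation and the use of strand in counting are not stated in the paper's text. Read filtering, alignment and the treatment of reads that match several genes are therefore already part of the counts. Genes with near-identical copies can have lost or shared reads at that step.

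From these counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest, all 6 libraries in one fit, Benjamini-Hochberg adjustment). The limits for TC versus EV were an absolute log2 fold change of 2 and an adjusted p-value of 0.05, as in the paper, and the adjusted p-value alone for the other comparisons. Where a gene set was called from TC + ATA versus EV, both limits were applied. Standard errors of log2 fold changes were derived from the F statistic. CPM values are counts scaled to the library total after TMM normalization. Gene sets were ranked by the t-statistic of limma 3.58.1 (voom) over genes with at least 5 CPM in at least 1 library and tested with fgsea 1.28.0, and with limma's camera at an inter-gene correlation of 0.01. The medians of gene lists were set against 10000 random lists of the same size matched on mean expression in 20 bins. The gene sets were those of the S2 Table. DESeq2 1.42.0 served as an alternative. Gene positions and primer matches came from GENCODE M21.

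Library totals ran from 58471484 to 74413193 counts with a median of 71053010, and the smallest share that this depth can show is 3 counts of the total. Counting error is small for most genes at this depth, and the number of libraries limits the precision. TC has 1 library, so no comparison with TC has a replicate check on the TC side. TC versus EV and TC + ATA versus TC both contain that library, in opposite roles. No comparison had at least 3 libraries in each group, so regrouping the libraries gave no test.

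The genes named in the text were fixed by a rule before the data were examined. They are the genes the paper names for the RNA-Seq or qPCR experiment or as part of the complex, and the 5 largest increases and 5 largest decreases in TC versus EV and in TC + ATA versus TC. The latter were taken among the genes called with a mean of at least 5 CPM and with every library of one group above or below every library of the other. Gm4841, Iigp1, BC023105, F830016B08Rik, Gbp10, Igtp, Irgm2, Cyp1b1, Ahrr, Cyp1a1, Nqo1, Id1, Id3, Id4 and Atoh8 were chosen after their values were seen.

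The edgeR and enrichment steps were tested on simulated data. Of 200 genes changed by known fold changes among 17654, 183 (91.5%) were called, and 9 unchanged genes passed the adjusted p-value limit. A set of 100 genes lowered by a log2 fold change of 0.5 in the simulated TC + ATA libraries had an NES of −4.00. A set of unchanged genes had an NES of −1.03 with a camera p of 0.518. All simulated libraries shared a dispersion of 0.01. In the data it was 0.0201 for the EV pair and 0.00246 for the TC + ATA libraries. The simulation therefore did not test changes as small as the median of −0.07 for the TC-upregulated genes, nor unequal spread between groups.

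The alternatives were DESeq2 with all libraries, with only the groups compared, or with a prior on fold changes, edgeR with only the groups compared, scaling by library size or upper quartile, other filters on low counts, a replicate block, a test against the fold change limit, other prior counts, rankings and inter-gene correlations, other ways to call the gene sets, and each EV and TC + ATA replicate left out in turn. EV and TC + ATA share the replicate numbers 1 and 2 in the labels, which is where the pairing of the replicate block comes from. TC shares number 1 only. ATA replicate 3 shares its number with no other library, so the block fits it exactly and it adds nothing to the fold changes between groups. The block also leaves fewer residual degrees of freedom than the 3 of the main fit. A call lost with the block can therefore come from this loss of data alone. In TC versus EV and TC + ATA versus EV, no call is given where leaving out a library left EV with 1. The fits without an EV replicate keep their calls in TC + ATA versus TC, and EV then adds nothing to the spread.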

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

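Of the tests in this part, those of admixture, of the gene set limited to at least 5 CPM or without the genes that had no counts, and of the share accounted for by GC content and length were chosen after the result was seen.

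The paper reports the enrichment of the TC-upregulated genes, and its text gives no result for the 132 TC-downregulated genes in ATA-treated cells. Their median log2 fold change in TC + ATA versus TC was 0.46, with 111 genes above 0. The NES was 2.67 and the camera p was 4.41e-16, or 0.00995 with the inter-gene correlation estimated from the data. For 89 genes (67.4%) all 3 TC + ATA libraries lay above the TC library, against 30.5% of all genes and 25% by chance. After adjustment over all genes tested, 12 were called higher and 1 lower, and 46 and 5 when adjusted over the list alone. Counting noise in the TC library was tested by calling the set on one part of its counts and measuring it on the other, which left a median of 0.51, against 0.72 for the set called here on the full counts. These sets differ in their genes, so the share of counting noise in the drop was not measured, but it does not account for all of the rise. With all libraries thinned to the smallest total, the median was 0.47, but the totals were similar beforehand and this test had little room to move it. After regression on expression, GC content and gene length, the median residual was 0.42, outside the range of matched random lists. GC content and length accounted for 0.272% of the variance of the log2 fold changes of all genes and predicted a median of 0.081 for the set, or 1.02% and −0.0021 among genes with a mean of at least 5 CPM. The regression therefore had little to correct, and a bias that it does not describe was not tested. An admixture of EV-like cells would move all genes of both sets by one mixing share, but 46.5% of the genes lay over 2 standard errors from it. The medians alone come closer to a mixture. The mixing share was 7.15% by the median of the TC-downregulated genes and 4.35% by that of the TC-upregulated genes, and one share for both sets predicted a median of −0.09 for the TC-upregulated genes compared, against −0.055 observed in them. Admixture was therefore rejected as the only cause, not as a contribution. The shared TC library itself was not excluded. A set of 197 genes called lower from TC + ATA versus EV, with the limits of 2 on the log2 fold change and 0.05 on the adjusted p-value and without the TC library, had a median log2 fold change of 0 in TC + ATA versus TC. The exact 0 falls on 5 genes without counts in TC and TC + ATA, and without these the median was 0.016. Limited to its 69 genes with at least 5 CPM in at least 1 library, the median was 0.085, the NES was 1.55 and the camera p was 0.0733. Choosing genes by low values in the TC + ATA libraries pulls these medians down, as choosing them by low values in the TC library pulls the other median up. The rise therefore cannot be told apart from a deviation of the single TC library, and a partial reversal by ATA remains a hypothesis.

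Gm4841, Iigp1 and BC023105 were high in the TC library alone, with 650, 483 and 347 counts, against at most 43 counts in any other library. They lie within chromosome 18 from 60268305 to 60442980 and belong to a family of interferon-inducible GTPase genes and a related pseudogene. The paper's text does not discuss them. They were chosen after their values were seen. With F830016B08Rik (−4.90), they were the 4 largest decreases among the genes called in TC + ATA versus TC, at −6.37, −5.06 and −3.61. If the reads had only been divided differently within the family, its summed counts, scaled by library size only, would be alike between libraries. The sum was 22.3 times higher in TC than in the mean of the TC + ATA libraries. F830016B08Rik, another member, had 130 counts in TC and at most 9 elsewhere. If the TC culture had had a general interferon response, other interferon-inducible genes would be lower in TC + ATA, but the median of 19 of them lay at the 64.7th percentile of matched random lists. A median over a mixed list does not exclude a response of a few genes. Of the 19, Igtp and Irgm2 were called lower in TC + ATA (log2 fold changes −2.72 and −2.67), and Gbp10, a related GTPase gene outside the list, was also lower (−3.36). These calls were lost under several alternatives, the replicate block among them. A response of part of the interferon-inducible GTPase genes in the TC culture therefore remains open. With 1 TC library, a change confined to that culture or library cannot be told apart from an effect of TC that ATA removes.

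Of the 108 genes called in TC + ATA versus TC, 90 lie outside both gene sets, 64 higher and 26 lower. With the replicate number as a block, 40 genes in all were called, of which 31 were among the 108. The TC library differed from each TC + ATA library by less (a chi-square statistic per degree of freedom of at most 27.1) than the EV libraries differed from each other (67.3). No biological explanation was tested for these genes as a group.

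All 247 TC-upregulated genes were still called higher in TC + ATA than in EV, a comparison the paper does not report. This comparison does not use the TC library. Its median log2 fold change of 3.15 was 3.06 when libraries were scaled by library size only, so scaling leaves it in place. The genes were chosen with the same EV libraries, which favours genes low in them. No biological explanation was tested.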

How the results depend on the processing

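All alternatives were chosen before the data were examined, except the gene set called from TC + ATA versus EV and limited to at least 5 CPM, its NES and camera p, and DESeq2 with a prior or with only the groups compared for single genes. Of the values of whole comparisons, 138 stayed within the limits set for no change. Unless a value is given for it, the cause of a change was not tested.

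The count of genes higher and lower in TC than in EV (438 and 236) was 190 and 92 in DESeq2 with a prior on fold changes, 139 and 105 with at least 5 CPM in at least 1 library and 131 and 33 in the test against the fold change limit. The count of higher genes was 271 in DESeq2 with the EV and TC libraries alone and 206 with at least 10 counts in every library. The replicate block gave 340 and 181. Without a test, 704 genes lay above the limit and 584 below. These counts were 139 and 106 with at least 5 CPM, 2491 and 3762 without a filter, and 369 below with a prior count of 2.

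The count of genes higher and lower in TC + ATA than in TC (79 and 29) was 234 and 81 in DESeq2 with all libraries, 231 and 79 in DESeq2 with a prior, 242 and 108 without a filter and 32 and 8 with the replicate block. With only the TC and TC + ATA libraries it was 795 and 633 in edgeR and 717 and 744 in DESeq2. Across the 5 fits that each left out one replicate it ran from 7 to 808 higher and from 3 to 762 lower. The fits without an EV replicate gave the high counts. They take the spread from the TC + ATA libraries, whose dispersion alone was 0.00246, against 0.0201 for the EV pair. A call in TC + ATA versus TC therefore depends on which replicates set the spread. The count of genes lower in TC + ATA than in EV (3449) was 2195 with the replicate block. With library size in place of TMM, 38.2% of the genes called in TC + ATA versus EV were higher, against 49.2%, and the median of all genes in TC versus EV was −0.13, against −0.03.

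The NES of the TC-upregulated genes (−1.68) was −1.85 over all tested genes, −1.87 with the set called here, −1.88 with the set called and tested on separate parts of the TC counts and −1.49 ranked by edgeR's signed p. It changed sign to 1.30 with the replicate block and to 2.08 with the set called from TC + ATA versus EV. The camera p (0.240) was 0.0414 over all tested genes, 0.997 with the replicate block and 4.25e-05, towards higher values, with the set called from TC + ATA versus EV. With the replicate block, the median log2 fold change of the set stayed negative (−0.028). The NES of the TC-downregulated genes (2.67) was 2.30 with at least 5 CPM in every library, 2.95 over all tested genes, 2.43 with only the TC and TC + ATA libraries, from 2.44 to 2.67 with one replicate left out and 1.55 with the set called from TC + ATA versus EV, whose camera p was 0.0733 (4.41e-16 with the listed set).

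The median log2 fold change of the TC-upregulated genes in TC + ATA versus TC (−0.07) was −0.17 with the set called here, −0.13 on separate parts of the TC counts, 0.16 with the set called from TC + ATA versus EV and 0.15 with that set at 5 CPM or more. That of the TC-downregulated genes (0.46) was 0.72, 0.51, 0 and 0.085 in the same order. The sign or size of both medians therefore depended on which libraries chose the genes. Choosing by the TC library and choosing by the TC + ATA libraries pull the medians in opposite directions. In TC versus EV the median of the upregulated genes (3.26) was 2.82 with at least 5 CPM, 3.15 with library size only, 3.07 and 2.65 with the sets called from TC + ATA versus EV, 3.14 on separate parts of the TC counts and from 3.26 to 3.40 with one replicate left out. In TC + ATA versus EV (3.15) it was 2.78 with at least 5 CPM, 3.06 with library size only, 3.04 with the set called here, 2.70 with the set called from TC + ATA versus EV at 5 CPM or more and 3.02 on separate parts of the TC counts.

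Among named genes, 8 values of 7 genes with small changes changed sign under an alternative. In TC versus EV these were Yap1 with library size only (−0.046), and Ahrr (from −0.0022 to 0.39) and Id3 (from −0.14 to 0.013) over the fits that left one replicate out. The others, in TC + ATA versus TC, were Camta1 (0.023) and Sh3tc1 (−0.020) with the replicate block, Tead2 (from −0.00066 to 0.032) over the fits that left one replicate out, and Cdo1 (from −0.029 to 0.17 over those fits and −0.11 in DESeq2 with a prior). In TC + ATA versus TC, 41 other values of 17 genes lost significance and 33 of 8 genes gained it. In TC versus EV, 14 values of 6 genes lost it, 4 of 1 gene gained it and 24 values of 13 genes without a test moved by more than 1 standard error.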

Differences from the paper's values

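The paper reports 248 genes higher and 133 lower in TC than in EV, against 438 and 236 in the edgeR fit. Of the alternatives set before the data were examined, DESeq2 with only the EV and TC libraries (271 and 190), DESeq2 with a prior on fold changes (190 and 92), the filter of at least 10 counts in every library (206 and 160) and the replicate block (340 and 181) gave counts within 1.5 times the paper's for both directions. The filter of at least 5 CPM in at least 1 library did so for the lower genes (105) and not for the higher ones (139). The others did not. The S2 Table lists 247 and 132 genes in its sets.

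The paper's NES of the TC-upregulated genes is −2.027, against −1.68 here. With the set called and tested on separate parts of the TC counts the NES was −1.88, within the SD of 0.149 between single TC + ATA libraries. None of the other alternatives set before the data were examined closed the gap, though −1.87 with the set called here and −1.85 over all tested genes came near it.

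In the paper's S2 Table, 674 genes are higher and 329 lower in TC + ATA than in TC, against 79 and 29 here. For the higher genes, DESeq2 and edgeR with only the TC and TC + ATA libraries (717 and 795) and the fits without an EV replicate (707 and 808) came within 1.5 times the paper's count. For the lower genes no alternative did.

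For the genes named in the text, apart from F830016B08Rik, Igtp, Irgm2 and Gbp10, 27 log2 fold changes in TC versus EV and 25 in TC + ATA versus TC were found in the part of the S2 Table used here, all with the same sign as here. The other 5603 genes of its TC versus EV sheet were not used, so more of the named genes can stand there. In TC versus EV the paper's values are 6.01 for Sh3tc1 (7.19 here), 6.72 for Slc2a5 (7.06 here), 6.21 for Pdzd2 (6.52 here), 5.43 for Atp6v0a4 (6.50 here), −3.32 for Bmf (−3.58 here), −1.81 for Ccn5 (−2.07 here) and 4.17 for Cyp1a1 (5.98 here). In TC + ATA versus TC they are 1.61 for Bmf (1.89 here), 2.11 for Ccn5 (2.32 here), 1.59 for Fos (1.93 here) and 1.07 for Ahrr (2.09 here). The widest gaps are those of Gm4841 (−1.10 in the paper, −6.37 here), Iigp1 (−1.25 and −5.06) and BC023105 (−1.12 and −3.61). All of these differ by more than the standard error. Of the alternatives set before the data were examined, leaving out EV replicate 1 brought Bmf in TC versus EV (−3.54) within the standard error of the paper's value. Leaving out ATA replicate 1 did so for Bmf in TC + ATA versus TC (1.77), and the replicate block (1.60) and leaving out ATA replicate 3 (1.82) for Fos. None did so for the other values. DESeq2 with a prior on fold changes, chosen for single genes after seeing the values, did so for Atp6v0a4 (5.18), Ccn5 in TC versus EV (−1.79), Bmf and Ccn5 in TC + ATA versus TC (1.49 and 2.06), Fos (1.66) and Ahrr (1.15). In TC versus EV it moved Sh3tc1 (5.63), Slc2a5 (6.32), Pdzd2 (5.79), Bmf (−3.06) and Cyp1a1 (3.56) past the paper's values, nearer to 0 than these. It left Gm4841 (−4.59), Iigp1 (−3.74) and BC023105 (−2.71) in TC + ATA versus TC short of them.

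The S2 Table lists Tead4 among the genes lower in TC + ATA than in TC, and it was not called here (adjusted p = 0.204 from edgeR). It was called with only the TC and TC + ATA libraries in edgeR and DESeq2 (adjusted p = 0.00692 and 0.000539) and in edgeR without an EV replicate (0.00628 and 0.00842). Asb4, Igsf10, Ahrr, Cyp1a1 and Nqo1 are listed there as higher in TC + ATA and were also not called here (adjusted p between 0.0701 and 0.225 from edgeR). Asb4, Igsf10 and Nqo1 were called in DESeq2 with all libraries (adjusted p = 0.00278, 0.0209 and 0.00597) and in edgeR without a filter (0.00384, 0.0135 and 0.00526). Asb4, Ahrr, Cyp1a1 and Nqo1 were called in edgeR with only the TC and TC + ATA libraries (0.0310, 0.0421, 0.00949 and 3.59e-05) and, without Ahrr, in DESeq2 with those libraries or with a prior. All of these but Ahrr were called in edgeR without either EV replicate.

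The paper states from qPCR that ATA lowers the transcripts of CYR61, CTGF, AMOTL2 and ANKRD1 in TC-expressing cells (Fig 3D). In the RNA-Seq libraries, the log2 fold changes of Ccn1, Ccn2, Amotl2 and Ankrd1 in TC + ATA versus TC were −0.04, −0.03, 0.05 and −0.04, and none was called under any of the alternatives run. The paper states that expression of TC/TEAD-regulated genes was lower with ATA as assessed by RNA-Seq, and the median log2 fold change of the TC-upregulated genes was −0.07. The paper labels one primer pair Ccn1/Ctgf and another Ccn2/Cyr61, and they matched Ccn2 and Ccn1 in the annotation.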

Other observations

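The tests on the YAP/TAZ target genes were chosen after the values of the canonical targets were seen. The other tests in this part were chosen before their results were seen.

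The small fall of the TC-upregulated genes in TC + ATA versus TC was tested in the same way as the rise of the TC-downregulated genes. With the set called here on the full TC counts the median was −0.17, and with the set called on one part of the TC counts and measured on the other it was −0.13, so counting noise does not account for all of the fall. The sets differ in their genes, and its share was not measured. With the set called from TC + ATA versus EV the median was 0.16. Choosing genes by high values in the TC + ATA libraries pulls this median up, so a value above 0 was favoured beforehand and does not decide between the explanations. Whether the fall comes from choosing genes by a high value in the single TC library was therefore not settled.

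A list of 22 YAP/TAZ target genes, which includes the 4 canonical targets measured by qPCR, had a median log2 fold change of 0.58 in TC versus EV, above 99.99% of matched random lists. If ATA lowered these genes as a group, their median in TC + ATA versus TC would lie below nearly all random lists. It was 0.01, at the 76.0th percentile. In TC + ATA versus EV it was 0.67. The test gave no sign that ATA lowered these genes in these libraries at 48 h, within the limit of 1 TC library.

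Cyp1b1 rose in TC + ATA versus TC (log2 fold change 0.97, adjusted p = 0.00476 from edgeR). This call was lost when ATA replicate 3 was left out (log2 fold change 0.98). Ahrr had a log2 fold change of 2.09 from 11 counts in TC (adjusted p = 0.225 from edgeR). A candidate explanation is activation of the aryl hydrocarbon receptor. The median of 9 other targets of this receptor was 0.36 in TC + ATA versus TC, at the 99.8th percentile of matched random lists, with 6 genes above 0 and 0 called at an adjusted p of 0.05. Nqo1 had 0.53 and Cyp1a1 0.91. The list was also higher in TC than in EV (0.94). In TC + ATA versus EV, which does not use the TC library, it was 1.21. Cyp1b1 itself was lower in TC than in EV (−0.41) and higher in TC + ATA than in EV (0.56). GC content, gene length and the treatment of similar genes in counting were not tested for this list, and the explanation remains a hypothesis.

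Id1, Id3, Id4 and Atoh8 were called higher in TC + ATA than in TC, with log2 fold changes of 1.11, 0.85, 1.14 and 1.25. The calls of Id1, Id3 and Id4 were lost when ATA replicate 3 was left out (log2 fold changes 1.08, 0.85 and 1.09). Higher BMP signalling would raise other BMP-inducible genes, but the median of 8 of them was −0.05, at the 21.6th percentile of matched random lists. Of the 8, 3 were called higher in TC + ATA, Smad9 (1.48) among them, and 0 lower. The list lay at the 91.3rd percentile in TC + ATA versus EV. A median over a mixed list does not exclude a response of some BMP-inducible genes, so the explanation was not settled. Relative to EV, Atoh8 was close to its EV level in TC + ATA (0.06) and lower in TC (−1.19), Id4 was lower in both, and Id1 and Id3 were higher in TC + ATA.

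The EV libraries differed from each other more than the TC + ATA libraries did. The SD of the log2 ratio over 10425 genes with a mean of at least 5 CPM was 0.24 for the EV pair and between 0.11 and 0.12 for the TC + ATA pairs. GC content and gene length accounted for 20.6% of the variance of the EV ratio, just above the 20% set as the limit before the test, and for 0.922% to 1.46% in the TC + ATA pairs. A difference in library preparation or RNA quality between the EV libraries may contribute, and most of the variance is left without an explanation. The total counts of the EV libraries, 74413193 and 70428345, were close.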
